A study of Arabidopsis thaliana with 9 samples. Its data were reported in "Strigolactones optimise plant water usage by modulating vessel formation" (2025).

How the data were processed

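Nuclei of Arabidopsis hypocotyls were profiled in 9 libraries. Per the labels, plants of the first 7 libraries were 4 weeks old and those of the WT and d14 libraries 19 days old, all under 10 h of light and 14 h of darkness. One droplet-based library (10x Chromium, 3′ counting) held nuclei of the whole hypocotyl. Another 6 libraries were plates of VASA-seq, a plate-based method that tails and captures RNA with and without a poly(A) tail, with 384 wells per plate. On 3 of these plates (VASA cambium) the wells held nuclei sorted on the fluorescence of PXY and SMXL5 reporters, and on 3 (VASA all hypocotyl) nuclei taken without that gate. The last pair were droplet-based libraries of wild type (WT) and of d14, a mutant of the strigolactone receptor gene, with 1 library per genotype.

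All values were taken from the deposited count matrices, which hold whole-number counts per gene and barcode or well. For the 10x all hypocotyl library and the VASA-seq plates, the authors aligned reads with STARsolo and counted unique molecular (10x) or unique fragment (VASA-seq) identifiers over whole genes, introns included, against an Arabidopsis genome to which the reporter transgenes H4GFP and H2BRFP were added. For the WT and d14 libraries, the authors used Cell Ranger with introns included, and the deposited gene list of these libraries holds no mitochondrial or chloroplast gene. No scaling, pooling or selection of nuclei had been applied to the deposited counts. The genome build and annotation version are not named in the sources, so no coordinates are given. Of the 38115 genes in the VASA-seq matrices, 37390 (98.1%) had an entry in the TAIR10.1 gene table, which was used for symbols and for the order of neighbouring genes only.

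Nuclei were selected with the limits on counts that the study used: over 1200 and under 10000 counts in the 10x all hypocotyl library, over 1200 and under 15000 on the VASA-seq plates, and over 1500 and under 15000 in the WT and d14 libraries. Nuclei with 20% or more mitochondrial counts were to be left out, which removed none, and the limit could not be applied to WT and d14. On the plates the study also left out nuclei with high fluorescence in a pair of channels. Those signals are supplied apart from the deposited counts and were not used, so that limit was not applied and the selection of VASA-seq nuclei is not that of the study. ERCC spike-in sequences were left out of every total. On each plate, 6 wells that received no nucleus were set aside. Scrublet (scanpy 1.11.5) was run on each group, and its automatic threshold called almost no nucleus a doublet. An alternative that removes the 5% of nuclei with the highest scores was therefore added. Doublets were otherwise kept.

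Nuclei were clustered with Seurat 5.3.0 (log-normalised counts, 15 principal components, Louvain algorithm 2) at a resolution of 1.8 for the 6 VASA-seq plates together and 1.2 for the 10x all hypocotyl library and for WT and d14 together. Clusters were named from marker lists fixed before the data were examined, drawn largely from published cell types of leaf veins and roots, with 16 to 35 genes per class. A name required that the summed markers of a class were at least 2-fold higher in the cluster than in all other nuclei, on CPM + 10, and that at least 3 of its markers were raised 2-fold with at least 5 counts. Among such classes, the one with most markers among the 10 leading genes of the cluster (by fold, among genes detected in at least 10% of its nuclei) was taken, then the one with the largest summed fold. A cluster stayed unnamed where another class had more leading markers, or where no marker led and fewer than 1 in 3 of the markers were raised. All names are written as "-like".

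The naming rule was not fixed in advance. It went through 3 versions, each written after marker scores of the clusters had been seen. The first took the largest summed fold and left unnamed the 10x cluster of 266 nuclei that is now CSC-like (CSC, cambium stem cell), so the comparison of CSC-like nuclei between the 10x library and the plates rests on the later versions. The second put leading markers first, and the third added the limit of 1 in 3 markers. The numbers of CSC-like nuclei on the VASA-seq plates (49 and 42) and of vessel-like nuclei in WT and d14 (22 and 80) were the same under the 3 versions. The third version left 7 clusters unnamed that the second had named. On the plates these had cortex markers (4.20% of cambium nuclei and 7.08% of all hypocotyl nuclei) or periderm markers (1.25% and 5.10%). In WT and d14 they had cortex markers (15.2% of WT and 19.2% of d14 nuclei), developing phloem markers (17.0% and 10.7%), periderm markers (12.3% and 7.79%) or xylem parenchyma markers (2.92% and 3.28%). After naming, 57.3% of the 10x all hypocotyl nuclei, 36.6% of the VASA-seq nuclei and 56.1% of the WT and d14 nuclei had a class. Class names are thus rebuilt here, and any difference from the classes of the study can come from that.

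Most named clusters had known genes of their class among their 10 leading genes. Examples are WOX4 in the CSC-like and SUC2 in the companion cell-like cluster of the plates. VND6 was among those of the vessel-like clusters of the 10x libraries. These genes are also markers that the naming rule counts, so their presence is no separate test of the names. The developing phloem-like cluster of the plates is the weakest name, with a summed fold at the limit and 4 raised markers. The dividing-like cluster of the plates had no dividing marker among its leading genes, which included IRX12. The cortex-like cluster of the 10x library was led by stress and defence genes (DOX1, WRKY72, MLO6) and was used in no comparison. The CSC-like cluster of the 10x library had GSL04, TET5 and AT4G23420 among its leading genes, which also led the developing phloem-like cluster of the plates. No developing phloem-like class formed in that library. In WT and d14, AIL5, AT4G29920 and AT3G15680 were among the leading genes of the CSC-like cluster. They were also among those of the developing phloem-like cluster with a minimum of 1000 counts or with nuclei thinned to 1500 counts.

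Genes were compared between the VASA gates on counts summed per plate over passing nuclei, 3 plates against 3, with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test, Benjamini-Hochberg false discovery rate, FDR, of 0.05). DESeq2 1.42.0 was an alternative. The edgeR step was tested on simulated data with 200 changed genes among 16179 tested. It recovered 199 (99.5%) with 10 false calls, and made 0 calls when nothing was changed. The changed genes were drawn from those with at least 20 CPM, and every gene was given the same spread. Their log2 changes were all larger in size than the median of the genes called between the gates (1.15). The share recovered is thus not the power of the real comparison. Shares of classes and genes per nucleus were compared with two-sided exact permutation tests over plates, for which the smallest p is 0.10. For genes per nucleus, each nucleus was thinned to 1200 counts. Summed lists of 198 auxin-induced and 60 cytokinin-induced genes from the literature, as used in the study, were compared between xylem and phloem classes within each plate with two-sided exact sign-flip permutation tests over the 6 plates, for which the smallest p is 0.0312. Strigolactone signalling genes were compared in the same way on log2(CPM + 10). List values were also set against 10000 random lists matched on mean expression. In simulated data for the 2 lists, 60 genes moved by 1 SD lay at the 100th percentile. The lists of strigolactone-responsive genes used in the study were at hand only in shortened form and were not used.

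The 3 plates of a gate come from 1 nucleus preparation as far as the sources state, so their spread is technical, and gate and preparation are confounded. WT and d14 have 1 library each, so no test was made between them. Shares are given with 95% Clopper-Pearson intervals and summed counts or their ratios with 95% exact intervals, all of which cover counting error only. A count of 0 was bounded by a floor of 3 counts per library. All passing nuclei of WT and d14 were used.

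Genes named in the text are a panel of 21 genes (reporters, cambium, strigolactone and vessel genes), the 5 highest and 5 lowest of the genes called between gates with a mean of at least 20 CPM and plates that do not overlap, and the 5 highest and 5 lowest CPM ratios of d14 to WT among genes with at least 100 counts. Markers, panel, lists, tests and most alternatives were fixed before the data were examined. The alternatives covered normalisation, filters on genes and nuclei, cluster resolution, clustering without markers, doublets, summaries of lists, pseudocounts and leaving out each plate. R 4.3.3 and Python 3.11.15 were used.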

Results

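Single-nucleus RNA counts were collected from Arabidopsis hypocotyls, the organ between shoot and root in which the cambium drives radial growth, in 9 libraries. The 10x all hypocotyl library held 21650313 counts, of which 21.3% lay in 2081 passing nuclei with a median of 1852 counts and 1225 genes. The 3 VASA cambium plates held 1770121, 2445623 and 2435025 counts, with 313, 277 and 292 passing nuclei. The 3 VASA all hypocotyl plates held 2384304, 2069096 and 1710013 counts, with 293, 232 and 181 passing nuclei. Over both gates, 1588 nuclei passed, with a median of 5238 counts and 2676.5 genes, and 33407 genes were detected. The 10x WT library held 18452168 counts with 684 passing nuclei, and the 10x d14 library 18175630 counts with 822. Median counts per passing nucleus were 2029.5 in WT and 2023 in d14. Only 9.19% of the WT counts and 11.4% of the d14 counts lay in passing nuclei. The number that passed depended strongly on the minimum in these 2 libraries: at 2000 counts in place of 1500, 355 WT and 420 d14 nuclei passed.

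The first comparison asked which transcripts and cell classes differ between nuclei gated on the cambium reporters and ungated nuclei. Between 3 VASA cambium and 3 VASA all hypocotyl plates, 505 of 16134 tested genes differed at an edgeR FDR of 0.05, 220 of them higher and 285 lower on the cambium plates. All 505 had plates that did not overlap between gates. Over all tested genes 19.5% did not overlap, where chance gives 10%. The count moved most without the filter on low counts, to 1291 genes. DESeq2 called 467 genes, of which 382 were among the 505. Leaving out any single plate other than VASA all hypocotyl replicate 3 lowered the count to between 231 and 277. Since each gate was 1 preparation, these genes separate preparations as well as gates.

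Among called genes with at least 20 CPM, the largest increases on the cambium plates were those of XCP2 (AT1G20850), AT5G42530, ABCG22 (AT5G06530), LHY (AT1G01060) and AT5G19240, with log2 changes between 2.16 and 2.50. LHY rose from 52.1 ± 2.69 to 233 ± 5.95 CPM (SD, n = 3 plates), a log2 change of 2.16 ± 0.12 (SE, edgeR FDR 6.7e-05). It was one of 6 called among 9 tested clock genes of the morning. XCP2 rose by 2.50 ± 0.56 (edgeR FDR 0.0408), and was no longer called when any plate other than VASA cambium replicate 3 was left out. AT5G19240 was not called without VASA all hypocotyl replicate 1 (edgeR FDR 0.0635, its highest over 11 alternatives). The largest decreases were those of HRS1 (AT1G13300), LAC3 (AT2G30210), FACT (AT5G63560), AT5G14920 and BGAL4 (AT5G56870), with log2 changes between -2.68 and -3.32. BGAL4 fell from 322 ± 95.5 to 32.0 ± 2.13 CPM (log2 change -3.32 ± 0.23, SE, edgeR FDR 2.6e-04). FACT, which is also one of the periderm markers, was not called without VASA cambium replicate 1 (edgeR FDR 0.0517, its highest over 11 alternatives).

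The reporters and cambium genes were not called between the gates. The log2 change was -0.36 ± 0.23 (SE) for H4GFP, the PXY reporter, and 0.06 ± 0.22 for H2BRFP, the SMXL5 reporter, whose sign changed in 3 of the fits without 1 plate. PXY (AT5G61480) had 260.3 ± 36.1 CPM on the all hypocotyl plates and 221 ± 36.5 CPM on the cambium plates (SD, n = 3), a log2 change of -0.24 ± 0.16 (edgeR FDR 0.556). SMXL5 (AT5G57130) changed by -0.09, WOX4 (AT1G46480) by -0.57, ANT (AT4G37750) by -0.10 and ATHB8 (AT4G32880) by -0.44. WOX4 was called only without the filter on low counts (edgeR FDR 0.0375, and up to 0.415 elsewhere), and ANT turned positive without VASA all hypocotyl replicate 2. SMXL8 (AT2G40130) was the only panel gene called, with a log2 change of -0.87 ± 0.17 (edgeR FDR 0.0197). That call was lost without any one of the VASA cambium plates (edgeR FDR 0.0518 to 0.0754). MAX4 (AT4G32810) changed by -1.59 ± 0.41 (edgeR FDR 0.0703) and was called by DESeq2 (adjusted p 0.0124) and without VASA cambium replicate 1 (edgeR FDR 0.0453). Over its alternatives the adjusted p ranged from 3.1e-08, without the filter on low counts, to 0.278. Adjusted over the list alone, 2 of the 19 tested panel genes passed in edgeR (SMXL8 and MAX4), against 1 adjusted over all genes.

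**Figure D1:**
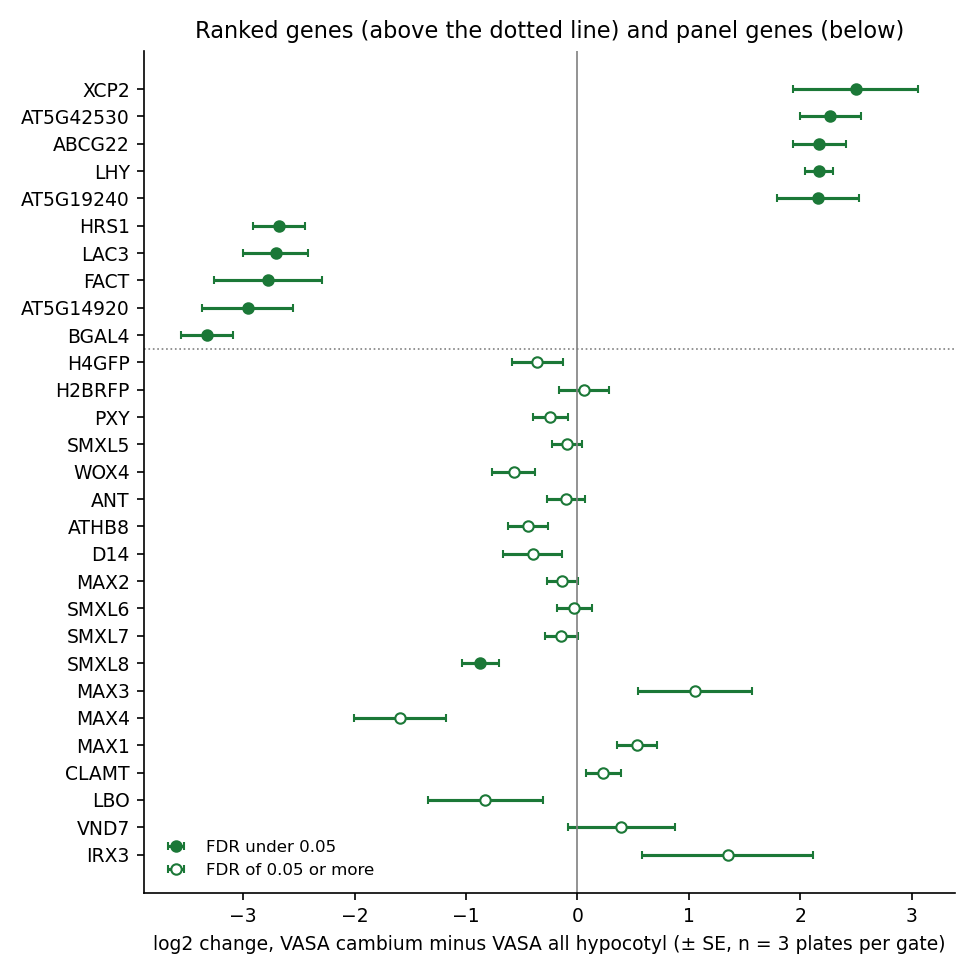
Log2 change between VASA cambium and VASA all hypocotyl plates (x axis, points, with SE bars from edgeR, n = 3 plates per gate) for the ranked genes above the dotted line and the tested panel genes below it. Filled points have an edgeR FDR under 0.05. SMXL8 is the only filled panel gene.

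CSC-like nuclei made up 5.52% ± 1.36 of the nuclei on the VASA cambium plates and 6.11% ± 1.03 on the VASA all hypocotyl plates (SD, n = 3 each, exact permutation p = 0.70, two-sided, smallest possible 0.10). The sign of this small difference changed to 0.176 percentage points in favour of the cambium plates without VASA cambium replicate 2. It moved most at a resolution of 1.2, to -3.21 percentage points (7.71% against 10.9%, exact permutation p = 0.10). No vessel-like class formed at that resolution, and the CSC-like cluster was led by LAX2 and ACL5, 2 leading genes of the vessel-like cluster at a resolution of 1.8. Periderm-like nuclei were rarer behind the cambium gate (0.228% ± 0.395 against 3.75% ± 1.30), as were epidermis-like nuclei (0.562% ± 0.175 against 2.54% ± 0.805) and companion cell-like nuclei (3.73% ± 0.972 against 5.86% ± 0.344). Phloem parenchyma-like nuclei were more frequent (4.21% ± 0.328 against 2.75% ± 1.02). In these 4 classes the plates of the gates did not overlap, which is the smallest exact permutation p of 0.10 for 3 against 3 plates (0.225 after Benjamini-Hochberg adjustment over 9 classes). With a minimum of 2500 counts the plates overlapped for phloem parenchyma-like nuclei (3.75% against 2.67%, exact permutation p = 0.20) and not for vessel-like nuclei (7.46% against 10.1%, exact permutation p = 0.10). No CSC-like class formed at that minimum, and the vessel-like cluster held 114 nuclei, against 35 at the minimum used. Its leading genes included XYP2, a leading gene of the CSC-like cluster at the minimum used. These vessel-like shares are thus not those of the same class. At the minimum used, the other classes, among them vessel-like nuclei (1.39% ± 0.994 against 3.33% ± 1.64, exact permutation p = 0.20), had overlapping plates. Shares here are set by the gate and by the preparation together.

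**Figure D2:**
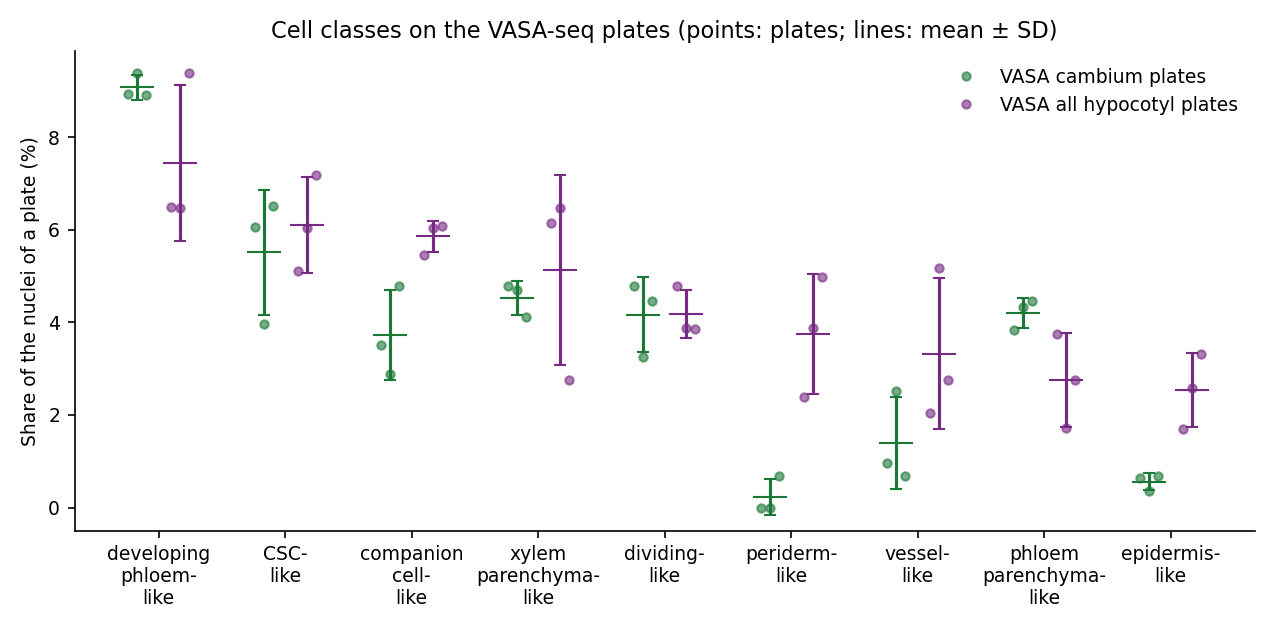
Share of the passing nuclei of each VASA-seq plate (y axis, %) in the named cell classes (x axis) for the cambium gate (green) and the ungated hypocotyl (purple). Points are plates and lines the mean ± SD of 3 plates. Periderm-like and epidermis-like nuclei are rarer on every cambium plate than on every all hypocotyl plate.

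To compare gene detection at equal depth, each nucleus was thinned to 1200 counts, which left out 0 nuclei. The median was 857 ± 22.5 genes per nucleus on the VASA cambium plates and 856 ± 26.1 on the VASA all hypocotyl plates (SD, n = 3, two-sided exact permutation p = 0.90). The 10x all hypocotyl library, with 1 library and no test, had 883 genes at the same depth. Without thinning, medians were 2319 to 2885 genes on the plates and 1225 in the 10x library, so the higher number on the plates went with their depth.

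A further comparison asked whether CSC-like nuclei of the 10x library and of the plates share leading genes. Of the 100 non-marker genes with the largest fold in the 266 CSC-like nuclei of the 10x library, 34 were higher in CSC-like than in other nuclei on all 6 plates. Random lists matched on expression had a median of 4 such genes and at most 12. The number was 58 when 5 of 6 plates sufficed, where random lists had a median of 14. Among the 50 genes with the largest fold it was 14, where random lists had a median of 2. The 10x CSC-like class exists only under the later versions of the naming rule. It shares 3 leading genes with the developing phloem-like class of the plates, a class that did not form in the 10x library, and the 2 kinds of nuclei were not separated there.

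Hormone response in xylem and phloem was examined with published lists. The summed auxin-induced list had 10275 ± 1534 CPM in xylem classes (vessel-like and xylem parenchyma-like) and 7949 ± 1263 CPM in phloem classes (SD, n = 6 plates). The log2 difference was 0.37 ± 0.23 and positive on 6 of 6 plates (two-sided exact sign-flip permutation p = 0.0312, the smallest possible), at the 99.2th percentile of matched random lists. It rested on the vessel-like nuclei: without them it was 0.04 (exact permutation p = 0.906). There were only 12 of these nuclei on the cambium plates and 23 on the all hypocotyl plates. At a resolution of 1.2, where no vessel-like class formed, the auxin difference was -0.12. Vessel-like nuclei of the all hypocotyl plates held only 4.89 CPM of VND6, 14.7 of VND7 and 24.5 of IRX3. Those of the 10x all hypocotyl library held 538, 167 and 506 CPM, so the classes of that name differ in these genes. The summed cytokinin-induced list had 3748 ± 66.0 CPM in xylem classes and 5250 ± 337 CPM in phloem classes, a log2 difference of -0.48 ± 0.08 and negative on 6 of 6 plates (exact permutation p = 0.0312), at the 2.61th percentile of matched lists. RR3 supplied 31.5% of the counts of this list. With the 2 lists tested, the adjusted p stays at the same value. The auxin contrast was 0.41 on the cambium plates and 0.33 on the all hypocotyl plates (exact permutation p = 0.80). The cytokinin contrast was -0.46 and -0.51 (exact permutation p = 0.60). With 3 against 3 plates the smallest p is 0.10, so these tests cannot show whether the gates differ.

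**Figure D3:**
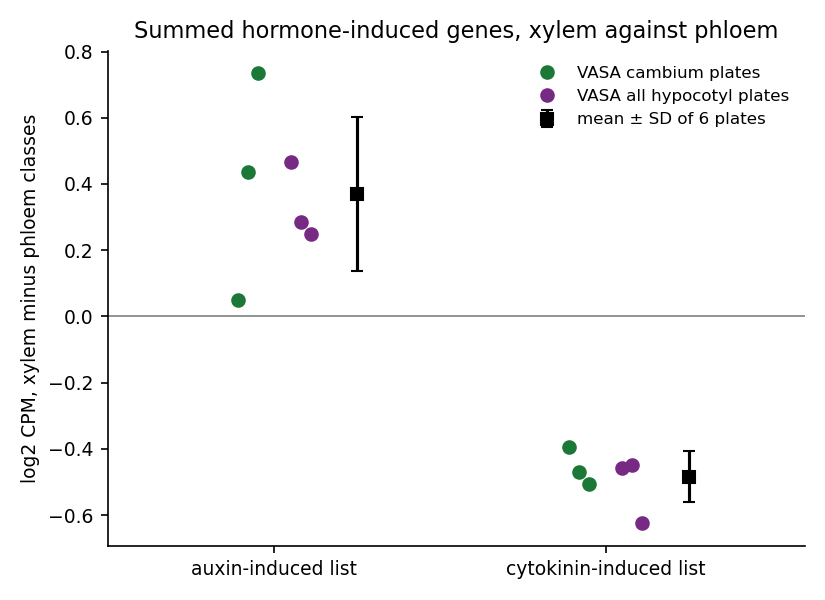
Log2 CPM of the summed hormone-induced lists in xylem classes minus phloem classes (y axis) on each VASA-seq plate (points), with the mean ± SD of 6 plates (squares). The auxin-induced list is above 0 and the cytokinin-induced list below 0 on every plate.

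Strigolactone signalling genes were compared between parenchyma-like (xylem and phloem) and CSC-like nuclei on the 6 plates. The mean log2 difference was 0.62 for D14, 0.65 for MAX2, 0.61 for SMXL6, 0.06 for SMXL7 and 0.59 for SMXL8. None passed Benjamini-Hochberg adjustment over the 5 genes (lowest adjusted exact permutation p 0.365), and MAX2, with 5 of 6 plates higher, had the lowest unadjusted p of 0.0938. D14 had only 18 counts in parenchyma-like and 7 in CSC-like nuclei, and the plates varied more than the mean difference in each of the 5 genes. In phloem parenchyma-like nuclei alone, MAX2 was 0.18 lower than in CSC-like nuclei on the log2 scale (-0.18).

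The last comparison set the library labelled d14 beside WT, to ask whether nuclei of developing vessels are more abundant without strigolactone perception. There were no replicates. D14 (AT3G03990) itself had 15.3 CPM in WT (26 counts) and 14.9 CPM in d14 (31 counts). The counts are 3′ tags and the position of the lesion relative to them is not known, so this checks the label neither way. Vessel-like nuclei were 22 of 684 in WT (3.22%, 95% Clopper-Pearson interval 2.03 to 4.83%) and 80 of 822 in d14 (9.73%, 7.79 to 12.0%), a ratio of 3.03. Under the naming rule used, it was the only named class whose intervals did not overlap, and the ratios of the other named classes lay between 0.698 (phloem parenchyma-like) and 1.38 (CSC-like). The earlier versions of the rule named further clusters, and under both of them 2 more classes had intervals that did not overlap. Developing phloem-like nuclei were then 116 of 684 in WT (14.2 to 20.0%) and 88 of 822 in d14 (8.68 to 13.0%, ratio 0.631), and periderm-like nuclei 14.6% (12.1 to 17.5%) and 9.73% (7.79 to 12.0%, ratio 0.666). With a minimum of 1000 counts the developing phloem-like ratio was 1.38 and the phloem parenchyma-like ratio 0.720, again without overlap. The phloem parenchyma-like ratio changed direction at a resolution of 2.0 (1.30), with a minimum of 2500 counts (1.47) and without the highest doublet scores (1.27). At a resolution of 2.0 the change came from an added cluster led by BHLH100, with 8 WT and 57 d14 nuclei. Without the highest doublet scores a like cluster had 8 and 55. Neither had a phloem parenchyma marker among its 10 leading genes. The other cluster of the class stayed lower in d14, with 62 and 52 nuclei, and 56 and 43. Clustered without vessel markers, the vessel-like ratio was 2.93, and with every nucleus thinned to 1500 counts 2.97. Doublets were kept, and with the 5% of nuclei of highest doublet score removed the ratio was 2.95. With a minimum of 2500 counts, 9 of 197 WT and 23 of 256 d14 nuclei were vessel-like (ratio 1.97), and the intervals overlapped.

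**Figure D4:**
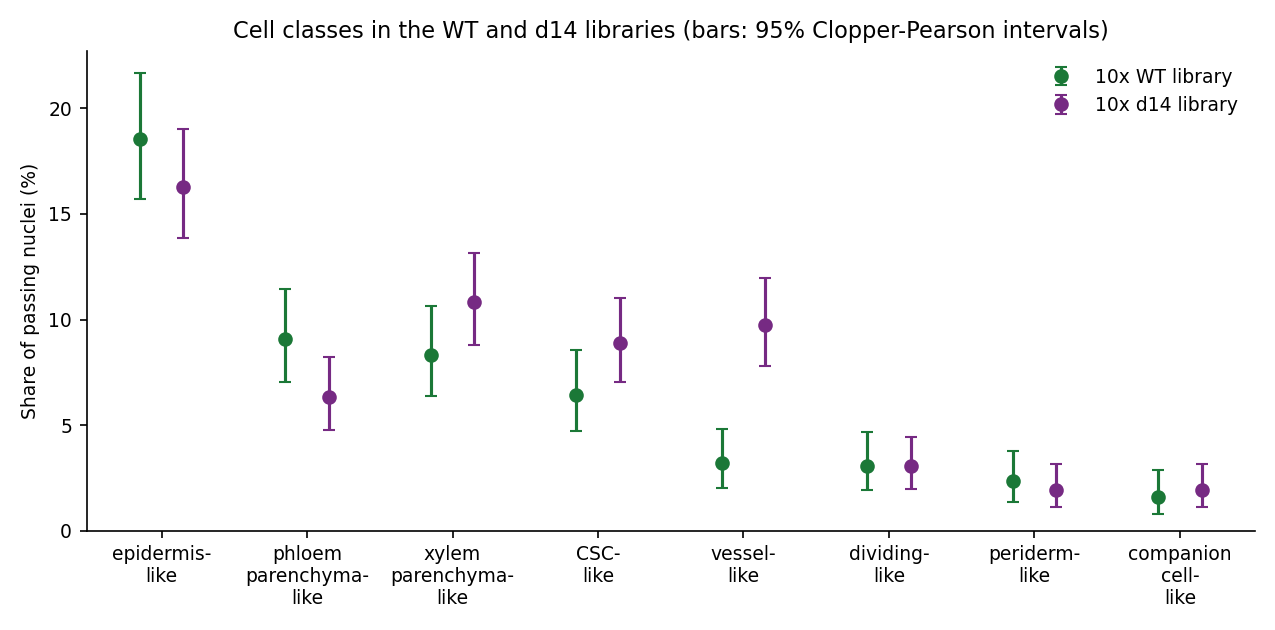
Share of passing nuclei (y axis, %) per named cell class (x axis) in the WT library (684 nuclei, green) and the d14 library (822 nuclei, purple). Bars are 95% Clopper-Pearson intervals, which cover counting error only. Among the classes shown, only the vessel-like class has intervals that do not overlap.

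Summed over all passing nuclei, the vessel genes were higher in d14. VND6 (AT5G62380) had 23.6 CPM in WT and 49.5 CPM in d14 (40 and 103 counts, ratio 2.10, 95% exact interval 1.44 to 3.11). VND7 (AT1G71930) had a ratio of 3.77 (1.73 to 9.37, 8 and 37 counts) and IRX3 (AT5G17420) one of 2.20 (1.38 to 3.59, 26 and 70 counts). In barcodes with at least 2500 counts the ratio of VND6 was 1.12 and that of IRX3 3.72.

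Genes of strigolactone synthesis were mostly higher in d14. MAX4 had 156 CPM in WT and 822 CPM in d14 (ratio 5.28, 4.64 to 6.04). With the mix of classes held at that of WT, its ratio was 3.47. The ratio was 5.39 for MAX3 (AT2G44990), 3.90 for D27 (AT1G03055), 2.39 for CLAMT (AT4G36470) and 1.07 for MAX1 (AT2G26170). LBO (AT3G21420) had 4 counts in WT and 67 in d14 (ratio 13.7, 5.09 to 51.6). Of the signalling genes, SMXL6 (AT1G07200) had a ratio of 0.534, SMXL7 (AT2G29970) of 0.573 and SMXL8 of 0.393 (0.298 to 0.516), while MAX2 (AT2G42620) had 1.60 with an interval that includes 1 (0.945 to 2.76). Among cambium genes, ATHB8 had a ratio of 1.55 (1.39 to 1.72), SMXL5 of 0.597 (0.437 to 0.814), WOX4 of 1.16, PXY of 1.19 and ANT of 1.04. SMXL5 and ANT changed direction in barcodes with at least 2500 counts.

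**Figure D5:**
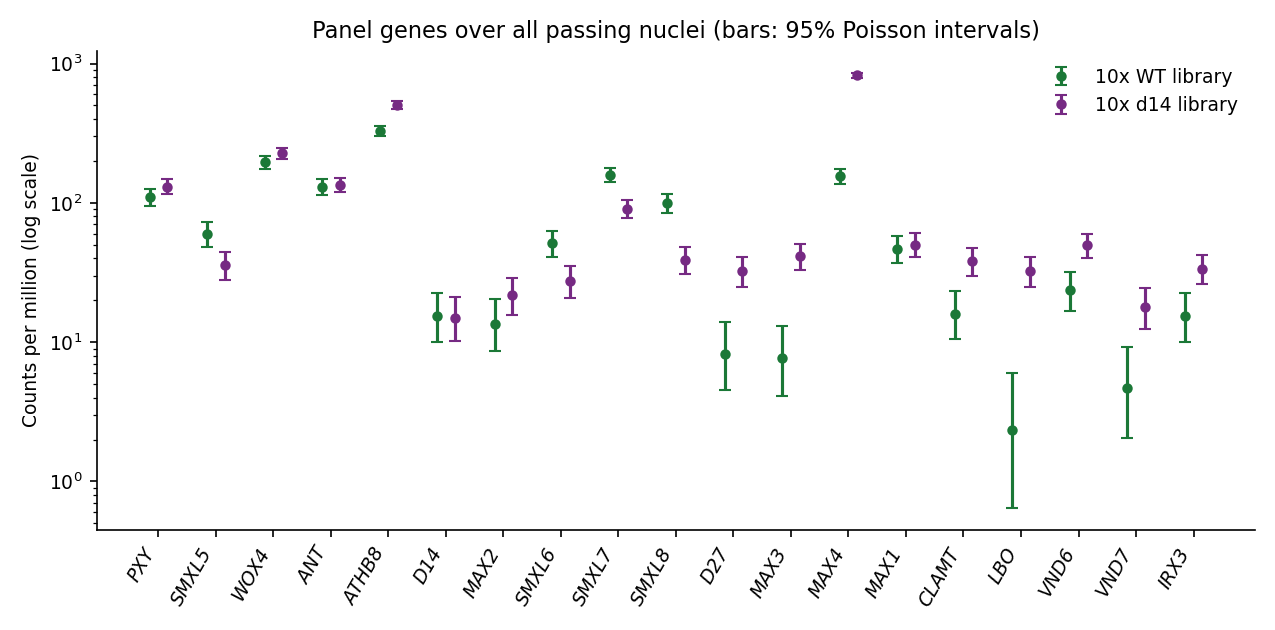
CPM (y axis, log scale) of the panel genes over all passing nuclei of the WT library (green) and the d14 library (purple). Bars are 95% Poisson intervals, which cover counting error only. MAX4 has the highest value in d14, at 822 CPM.

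Of 8797 genes with at least 100 counts over both libraries, 200 were at least 2-fold higher and 186 at least 2-fold lower in d14. The highest ratio was that of AT1G05540, with 0 counts in WT nuclei and 408 in d14 nuclei, at least 111-fold higher against a floor of 3 counts in the WT library. Over all barcodes it had 3 counts in WT and 2753 in d14. It was followed by AT1G66020 (21.6, from 4 and 106 counts, 8.20 to 80.8, with 83 counts in xylem parenchyma-like nuclei), AT3G57010 (12.6), AT1G13609 (11.3) and BHLH101 (AT5G04150, 10.6). The lowest were GSTF12 (AT5G17220, 0.0501), LDOX (AT4G22880, 0.0815), SR30 (AT1G09140, 0.107), AT1G14240 (0.111) and DR4 (AT1G73330, 0.115). Their sizes and order depended on the barcodes summed. The ratio of GSTF12 was 0.0962 in barcodes with at least 500 counts and 0.106 with at least 2500, and that of LDOX 0.0797 and 0.371.

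The auxin-induced list had a median log2 ratio of d14 to WT of 0.42 over 134 genes with at least 20 counts, on CPM + 5. Of these, 98 were higher in d14, and the median lay above all 10000 matched random lists (percentile 100). It moved most, to 0.28, when all barcodes with at least 500 counts were summed. The cytokinin-induced list had a median of 0.15 over 44 genes, 27 of them higher, at percentile 98.8. These percentiles describe these 2 libraries and are not tests of the genotypes.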

Values the study reported

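The study kept 2061 nuclei of the droplet-based whole-hypocotyl library, with medians of 1224 genes and 1854 UMIs per nucleus and 26,613 genes detected. For VASA-seq, it kept 1559 nuclei with medians of 2688 genes and 5210 UFIs, and detected 33,195 genes. It assigned 139 nuclei of the droplet-based library to the CSC cluster, and 94 and 66 nuclei of the plates to clusters of CSCs and dividing CSCs. Of 151 CSC marker genes from the droplet-based library, 119 were also markers of these plate clusters. In d14 mutants it described a rise in the abundance of developing vessel nuclei. Apart from these libraries, it reported more VND6, VND7 and IRX3 transcript in d14 by qRT-PCR. In stained hypocotyl sections it reported more and larger vessel elements in d14 and in other strigolactone mutants.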

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

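The tests described in this part were chosen after the results had been seen. No group has 4 or more libraries, so no library was compared with the rest of its group for an extreme value, and no contrast between classes pointed one way on every plate of one gate and the opposite way on every plate of the other.

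The blank wells of the plates, which received no nucleus and enter no comparison, held counts. Their median over 36 wells on 6 plates was 256.5 counts, with a range from 12 to 749, and none reached 1200. RNA or barcodes from other wells of the same plate are a candidate source. If so, blank wells would follow the nucleus wells of their own plate more closely than those of the other plates of the gate. This held on 4 of the 6 plates (Spearman correlation over 2000 genes), with differences in the second decimal or smaller (0.290 against 0.276 on VASA cambium replicate 1, and 0.269 against 0.272 on VASA cambium replicate 2), so these counts are too few to decide. Organelle genes took 6.73 to 17.6% of the blank-well counts and 2.20 to 2.83% of the counts in nucleus wells, so the blank wells are not a plain copy of the nucleus wells. No biological explanation was tested.

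Most counts of the droplet-based libraries lay outside passing nuclei: 90.8% in WT, 88.6% in d14 and 78.7% in the 10x all hypocotyl library. Free RNA shared by all barcodes may supply part of them. Across 2000 genes, the profile of near-empty barcodes (under 100 counts) had a Spearman correlation with passing nuclei of at least 0.597 in the 3 libraries, where genes are not independent replicates. Near-empty barcodes held only 6.33 to 6.97% of each library, so nuclei below the minimum and free RNA cannot be told apart for the remaining counts. No biological explanation was tested. The share was alike in WT and d14.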

How the results depend on the processing

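Alternatives that remove the highest doublet scores, change the classes or lists entering a contrast, use the earlier versions of the naming rule, or sum other barcodes for single d14 and WT genes were chosen after seeing the data. Over 557 recomputed values, 479 kept their direction and their side of the threshold or their spread, 24 moved, 25 fell below the threshold, 7 passed it and 22 changed direction. The causes were not tested except where stated.

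The vessel-like ratio of d14 to WT stayed above 1 in 10 of 10 alternatives, among them the earlier naming rules (3.03 under both). It was lowest with a minimum of 2500 counts (1.97), where fewer nuclei remain and the intervals of WT and d14 overlap, and 2.51 with a minimum of 1000 counts. The CSC-like share kept its direction in 13 of 14, with the largest difference at a resolution of 1.2 (-3.21 percentage points, exact permutation p = 0.10), where the CSC-like cluster takes in leading genes of vessel-like nuclei. With at least 2500 counts per nucleus no CSC-like class formed, so that alternative gives no value. Leaving out each plate gave differences from -1.09 to 0.176 percentage points (positive without VASA cambium replicate 2). For genes per nucleus at 1200 counts, leaving out each plate gave -11 to 15 genes, with a change of direction without VASA all hypocotyl replicate 3 (-11) or VASA cambium replicate 1 (-9.67).

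The number of genes called between gates was 1291 without the filter on low counts and 231 to 355 when 1 plate was left out (231 without VASA all hypocotyl replicate 2, 237 without replicate 1, and 277, 244 and 276 without VASA cambium replicates 1, 2 and 3), where fewer samples enter. The other alternatives gave 467 to 619 genes. Whether the replicate numbers pair the plates is not settled. Across genes, deviations from the gate mean had correlations of 0.207, -0.0804 and 0.149 between same-numbered plates. Between plates of different numbers they ranged from -0.300 to 0.189. With the replicate block, 574 genes were called, of which 447 were among the 505, and the CSC-like share and genes per nucleus kept their differences with 3 plate pairs (smallest exact permutation p 0.25). MAX4 and IRX3 were called under the block.

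Some panel genes that were not called changed sign. H2BRFP went to -0.02 without VASA cambium replicate 3, -0.03 without VASA all hypocotyl replicate 1 and -0.12 without replicate 2 (range without each plate -0.12 to 0.35). ANT went to 0.0496 without VASA all hypocotyl replicate 2 (range without each plate -0.26 to 0.0496). SMXL6 went to 0.14 with all nucleus wells, 0.0879 without VASA cambium replicate 1 and 0.06 without VASA all hypocotyl replicate 3 (range without each plate -0.16 to 0.0879). VND7 (0.39) went to -0.94 with all nucleus wells and -0.0755 without VASA cambium replicate 1 (range without each plate -0.0755 to 0.70), and MAX3 (1.06) to -0.0639 with all nucleus wells (range without each plate 0.70 to 1.86). With all nucleus wells XCP2 was not called (1.28).

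For the auxin-induced list, the contrast was -0.12 at a resolution of 1.2, where no vessel-like or developing phloem-like class formed. It was 0.0377 without vessel-like nuclei. The contrast thus depended on these few nuclei, 12 on the cambium plates and 23 on the all hypocotyl plates. Leaving out each plate gave 0.30 to 0.43. The cytokinin-induced list gave -0.35 with vessel-like nuclei as the only xylem class (exact permutation p = 0.0625) and -0.50 to -0.46 without each plate. With 5 plates the smallest exact permutation p is 0.0625, so no such value can pass. Among strigolactone genes, SMXL7 changed direction at a resolution of 1.2 (-0.12), with log-normalised means (-0.0377), without VASA cambium replicate 1 (-0.10, range -0.10 to 0.13 without each plate) and in phloem parenchyma-like nuclei alone (-0.18), where MAX2 also changed (-0.18). The other genes kept their direction. Without each plate, D14 ranged from 0.32 to 0.91, MAX2 from 0.24 to 0.79, SMXL6 from 0.42 to 1.07 and SMXL8 from 0.39 to 0.76.

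Of the leading genes of the 10x CSC-like class, 46 were higher on all plates with a minimum of 50 counts and 58 on at least 5 plates, and 14 of the 50 genes with the largest fold. In barcodes with at least 2500 counts, the ratio of d14 to WT was 1.12 for VND6 and 3.72 for IRX3, and changed direction for SMXL5 (1.54) and ANT (0.720). In barcodes with at least 500 counts it changed direction for D14 (1.37). The ratios of MAX4, CLAMT and SMXL8 kept their direction, and each moved in 1 of these 2 alternatives. The median of the auxin-induced list was 0.29 with CPM + 20 and 0.28 with barcodes of at least 500 counts, at percentile 100 in both. Passing nuclei numbered 1100 in WT and 1288 in d14 with a minimum of 1200, and 355 and 420 with a minimum of 2000, by construction.

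Depth limits what the d14 and WT libraries and single genes on the plates can show: D14 had 26 and 31 counts in the former, and VND6 16 and 4 counts over the cambium and all hypocotyl plates, too few to be tested.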

Other observations

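Every test in this part was chosen after its result had been seen, except the count of other splits of the plates and the thinning of WT and d14 nuclei. The limits that decide them, such as a ratio of 1.5, were set after as well, and the tests of class mix for MAX4, LHY and SMXL8 and of free RNA in vessel-like nuclei followed a first one after its outcome was known.

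The CSC-like class of the 10x library held 266 nuclei here. That is higher than the number quoted from the study above. Classes were rebuilt from other clusters and names, so the populations differ.

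Of the 10 splits of the 6 plates into 3 and 3, only 1, the split by gate, gave as many as 505 genes, and the others gave 0 or 3 by edgeR. At an unadjusted p under 0.05 the split by gate had 2329 genes and the others 451 to 993. With 10 splits, this count cannot exclude chance at 0.05, whatever its outcome. Gate and preparation are confounded, so these genes may follow either.

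LHY, a clock gene expressed in the morning, was 2.16 log2 units higher on the cambium plates. A different mix of cell classes is argued against: with the mix held at that of the all hypocotyl plates the ratio was 4.62, and LHY was higher in each of the 8 classes with enough counts (2.04 to 8.29). A candidate explanation is that the preparations were made at different times of day. For a list of clock genes written after LHY had been seen, the median log2 change was 1.35 for 9 morning genes and -0.28 for 4 tested evening genes, a difference of 1.62 (1.6202) that lay outside 10000 random pairs of lists (95% between -0.45 and 0.49). Of the morning genes, 8 were higher and 6 called. An effect of the gate itself on the clock stays open, since each gate was 1 preparation.

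LHY was higher in the d14 library too (log2 ratio 2.47). The median log2 ratio to WT was 1.02 for the 9 morning genes and -0.60 for 4 evening genes, a difference of 1.62 (1.6238), against -0.50 to 0.49 for random pairs. Of the morning genes 6 were higher and all 4 evening genes lower. RVE1 (1.49) and PRR9 (1.35), called on the plates, were not higher in d14 (-0.23 and -0.07). Preparation at different times of day may thus separate these libraries as well, and any ratio of a gene that follows the day, in either comparison, could contain it. A change of the clock in d14 is the biological alternative and was not tested.

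Cambium genes and reporters were not higher behind the cambium gate. Too few counts to see a 2-fold enrichment are argued against, since the upper 95% limit of the PXY change was 0.07 (0.0690) on the log2 scale. Whether the sort had any effect is open from these counts alone. Per the study, the gate took nuclei positive for either reporter or for both. The study also recorded the fluorescence of each sorted nucleus, and reported high signals of both reporters in its CSC clusters. Those signals were not used here. Epidermis-like and periderm-like nuclei together were 6.28% of the all hypocotyl plates and 0.790% of the cambium plates, and lower on each cambium plate, but the preparations are confounded with the gate. Reporter protein that outlasts its transcript in daughter cells could also hide an enrichment. In that case xylem and phloem classes would rise, and 2 of 5 did (developing phloem-like and phloem parenchyma-like), which decides nothing.

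The vessel-like share of the d14 library was 3.03 times that of WT. A difference in depth is argued against by the ratio of 2.97 after thinning. Vessel markers in vessel-like nuclei were at least 9.58 times as high, in CPM, as in near-empty barcodes of the same library, a first test that decides nothing, since these nuclei were named by the same markers. A further test drew nuclei made of free RNA alone and took those with the most vessel marker RNA, as many as were vessel-like. Vessel-like nuclei were at least 3.84 times as high as the highest of 1000 draws, which argues against free RNA as the source of these nuclei. Other nuclei had 0.176 (WT) and 0.178 (d14) of the level of near-empty barcodes. Near-empty barcodes had 1.51 times as much vessel marker RNA in d14. Loss of one other class would raise all remaining classes alike, and the next highest ratio among the named classes was 1.38. It was 1.52 (CSC-like) beside 2.95 for vessel-like nuclei without the highest doublet scores, and 1.48 (companion cell-like) beside 2.51 with a minimum of 1000 counts. With a minimum of 2500 counts it was 1.47 (phloem parenchyma-like) beside 1.97, where the nuclei are too few to decide. Single clusters within a named class could rise more than vessel-like nuclei. At resolution 2.0, the cluster led by BHLH100 held 8 of 684 WT and 57 of 822 d14 nuclei, beside 22 and 80 vessel-like. Without the highest doublet scores it held 8 of 651 and 55 of 783, beside 22 and 78. The vessel-like rise was thus not the largest of any cluster. With 1 library per genotype, variation between preparations cannot be told apart from the genotype. From these libraries alone, an effect of the genotype is therefore a hypothesis. The evidence of the study from other experiments was not examined here.

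MAX4 was 5.28 times as high in d14. A first test, the lowest ratio within a class of at least 20 counts, gave 0.507 in epidermis-like nuclei and decided nothing, against 2.71 to 6.02 in the other 5 groups of nuclei. It was replaced by the ratio at the class mix of WT, which was 3.47 and argues against the mix of named classes as the whole cause, while the mix may account for the part between 3.47 and 5.28. SMXL8 at the same mix had a ratio of 0.344, with 0.0866 to 0.619 within 4 groups, which argues against the mix in the same way. On the cambium plates, where morning clock genes were also higher, SMXL8 was lower as in d14 (log2 change -0.87), but MAX4 was lower too (-1.59), unlike in d14. Feedback from lost strigolactone perception may raise synthesis genes, and the time of day may act too. Neither was tested for these genes.

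AT1G05540 had 0 counts in WT nuclei. Expression in one class that WT lacks is argued against, since it was found in 9 of 9 groups of nuclei of the d14 library. Over all barcodes WT had 3 counts and d14 2753, while 6 neighbouring genes with counts in WT had ratios of 0.684 to 1.91. The adjacent gene AT1G05550 had 0 counts in WT and 4 in d14, too few to compare. The 10x all hypocotyl nuclei held 2 counts of AT1G05540 and the VASA-seq nuclei 1. A sequence difference between the 2 lines at this locus (3 counts over all WT barcodes), such as one linked to the mutation or its background, might account for this, and cannot be told apart from regulation without reads.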
